A study of Mus musculus with 3 samples. Its data were reported in "Abnormal transcriptome-wide DNA demethylation induced by folate deficiency causes neural tube defects" (2022).

How the data were processed

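Genomic DNA of Sv129 mESCs grown with folate at 4 mg/L (FA4) or 0 mg/L (FA0) was fragmented and immunoprecipitated with an antibody against 5hmC. The series holds 3 samples, an FA0 input, an FA0 immunoprecipitate and an FA4 immunoprecipitate. The tables used here carry values for both immunoprecipitates, and the input was not used here. The submitters' processing notes name cutadapt 1.9.1, Bowtie2 2.2.4 and the genome build mm10. The program that called differential regions was not given in the sources used here. The labels and the study's methods give different immunoprecipitation kits, DNA extraction kits and fragment sizes, and this was not settled.

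The authors deposited 4 tables of regions, one per direction for the whole genome and for promoters, with 1 row per region and transcript. Each holds a normalized read count per library, which is a signal scaled by the authors with 1 factor per library. The deposited counts were whole multiples of 0.866 for FA4 and of 1.15 for FA0, a ratio of 1.33. All values lay within 0.0127 reads of a whole number (tolerance 0.02), so reads were recovered by division. The deposited p-value was matched by a G-test of the 2 normalized counts against equal shares, with a largest distance of 0.0611 and a median distance of 3.08e-05 on the log10 scale, and 21 rows had a deposited p-value of 0. The deposited fold is the ratio of the 2 counts after 0.1 was added to each. The largest deposited p-value was 9.83e-05 and the smallest deposited fold 2.01, so listed regions passed p at 1e-04 and fold at 2. These thresholds are read from the deposited values and are stricter than those the study's methods give for detecting 5hmC. A further 8 columns with per-sample averages were not used.

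Each region was counted once per direction. Shares have Clopper-Pearson intervals at the 95% level. Ratios are of normalized counts, with intervals from the exact conditional binomial distribution. A ratio against 0 reads was computed from the observed higher count against a floor of 3 reads in the other library. It is given as at least that value, without an interval for the higher count, so it is not a confidence limit. The exact test was a two-sided binomial test on recovered reads with 57.1% of reads in FA4 as the null share, which is the authors' scaling. Symbols were taken from the tables and matched to the GRCm38.p6 gene table by accession or synonym. Of 9293 symbols 8912 matched as written and 371 of the other 381 by accession or synonym. Regions per Mb used the span of annotated genes and regions of each chromosome. A gene list was compared with 10000 random lists of genes with a listed region, with the same numbers of genes per class of regions per gene. The percentile describes these 2 libraries and is not a p-value.

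Groups, tests, gene lists and alternatives were set before the data were examined. Before that, the first rows of the study's promoter list and its pathway and gene ontology tables had been read, which hold gene names drawn from these libraries. The genes read there were marked, and each list was also run without them. The named genes were all Hedgehog genes with a region (some of these are not reported here), the 10 promoter symbols per direction with the smallest deposited p-value (ties by the higher count, then position; without predicted, microRNA and tandem family genes), up to 4 promoter members of each other list, and the 5 regions per direction with the smallest deposited p-value. The alternatives were p at 1e-05, FDR at 0.05, fold at 4 with a pseudocount of 1, at least 20 normalized counts, unscaled reads, either library scaled up by 25%, merging within 1000 bp, autosomes alone, rows, symbols, windows around start sites, covered bp and other list settings. The exact test over all regions, the run without chromosomes 8 and 1, the lists without genes read beforehand, and lists, families and chromosomes under each scaling were chosen after seeing the data. Unscaled reads were tested with the exact test at equal shares.

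The calculations were tested on simulated data. Reads of 19817 regions, scaled and rounded as in the tables, were recovered for 100% of values. Among 19817 whole-genome regions with 200 changed by known folds, the G-test at the authors' thresholds called 0% at 2-fold, 16% at 4-fold, 38% at 8-fold and 64% at 16-fold, and the exact test called 0%, 12%, 30% and 48%. Of 19617 unchanged regions the G-test called 4, all higher in FA4, and the exact test called 1. Each simulated region held the read total of a listed region, so these rates do not describe the genome outside the listed regions. A planted list of genes came out at percentile 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. CpG and GC content were not computed, since no genome sequence was used here.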

Results

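5-hydroxymethylcytosine (5hmC), the oxidised form of methylated cytosine that TET enzymes make, was mapped by hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-seq) in Sv129 mouse embryonic stem cells (mESCs). The cells were grown with normal folate (4 mg/L, FA4) or without folate (0 mg/L, FA0). There was 1 immunoprecipitated library per condition, so no difference below has a replicate check in this series, and every test on reads compares 2 libraries and not 2 conditions. The deposited tables list regions of the mm10 genome whose normalized read counts differed between the 2 libraries, for the whole genome and for promoters. The listed regions held 239268 FA4 reads and 144823 FA0 reads. These sums cover listed regions alone and are not the depth of the libraries, whose totals were not used here. Intervals are 95% intervals for counting error only, exact unless said otherwise, since reads amplified by PCR are not independent molecules. Regions were listed only after they passed thresholds on p and fold, and many named ones were picked for a small p. Ratios and their intervals are not corrected for this selection. The ratios tend to be too large, and a ratio interval clear of 1 was likely beforehand.

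The first question was how 5hmC differed across the genome between FA0 and FA4. At the thresholds that the table values show, called the authors' thresholds here, 7710 distinct regions were higher in FA0 and 12107 were higher in FA4, so 38.9% (38.2% to 39.6%, Clopper-Pearson) were higher in FA0. The FA0-higher region with the smallest p in the authors' deposited table (p = 7.86e-13) lay on chromosome Y at 4036441-4036940 in intergenic sequence, with 12 FA4 reads and 62 FA0 reads, a ratio of 6.89 (3.68 to 14.0). The next 4 were assigned to Gm3985, to Cotl1, an actin-binding protein gene, to Secisbp2, which acts in selenoprotein synthesis, and to Wnt7b, a Wnt ligand gene. The Wnt7b region (chromosome 15, 85611661-85612960, intergenic) held 8 FA4 reads and 47 FA0 reads, a ratio of 7.83 (3.67 to 19). Among FA4-higher regions, the authors' deposited table lists p as 0 for 20, and 4 of the 5 with the most FA4 signal among these lay together on chromosome 1 between 24612181 and 24616320, in intergenic sequence assigned to Col19a1 that is known as a nuclear copy of mitochondrial DNA. The strongest of these held 2135 FA4 reads and 258 FA0 reads, a ratio of 6.21 (5.45 to 7.09). The fifth lay near Ly6c2 on chromosome 15, with 440 FA4 reads and 128 FA0 reads, a ratio of 2.58 (2.11 to 3.16).

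Most listed regions rested on few reads. The median FA4-higher region held 15 FA4 reads, and 81.1% of these regions (80.4% to 81.8%) held 0 FA0 reads. The median FA0-higher region held 16 FA0 reads, and 32.4% (31.4% to 33.5%) held 0 FA4 reads. Against 0, the smallest count that passed was 13 FA4 reads, which is at least 3.25-fold higher against a floor of 3 reads in the other library, or 10 FA0 reads, at least 4.44-fold higher. Folds given in this way, here and below, leave out the counting error of the higher count and are not confidence limits. The median length was 760 bp for FA0-higher and 1080 bp for FA4-higher regions. The majority direction depended on the test and the scaling. With an exact binomial test on whole reads at the same scaling, 5749 regions were higher in FA0 and 3172 in FA4. With FA0 scaled up by a further 25% the numbers were 7710 and 5536, with FA4 scaled up by 25% they were 3216 and 12107, and with unscaled reads they were 725 and 6773. The tables list only regions that passed, so these settings can remove regions but cannot add any.

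**Figure D1:**
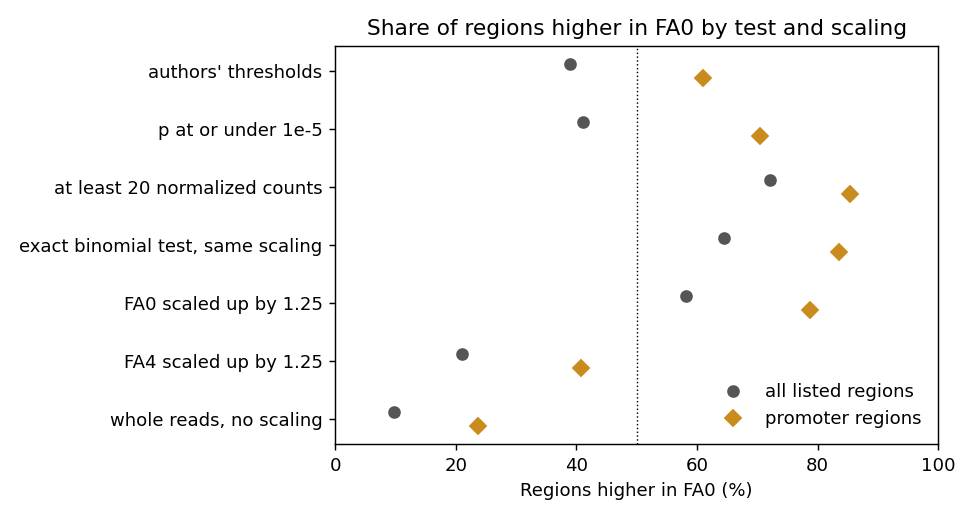
Percent of listed regions higher in FA0 (x axis) under the authors' thresholds and 6 alternatives (rows), for all listed regions (circles) and promoter regions (diamonds), with a dotted line at 50%. All listed regions moved from 38.9% at the authors' thresholds to 64.4% with the exact binomial test and 9.67% with unscaled reads, and promoter regions moved from 61.0% to 83.5% and 23.7%.

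The next comparison asked where in the genome the regions of each direction lay. FA0-higher regions lay in promoters more often than FA4-higher regions, 7.72% (7.13% to 8.34%) against 3.14% (2.84% to 3.46%). They also lay more often in exons, 3.46% against 1.32%, in introns, 33.9% against 28.2%, and upstream of genes, 16% against 11.6%. Intergenic sequence held 38.9% (37.8% to 40.0%) of FA0-higher and 55.7% (54.9% to 56.6%) of FA4-higher regions. Read by class, 61.0% of the 975 promoter regions and 62.5% of the 427 exon regions were higher in FA0, against 30.8% of the 9751 intergenic regions. The order of promoter above intergenic kept its sign under the exact test, where the shares higher in FA0 were 83.5% and 54.6%, under both rescalings and with unscaled reads, where they were 23.7% and 7.0%.

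**Figure D2:**
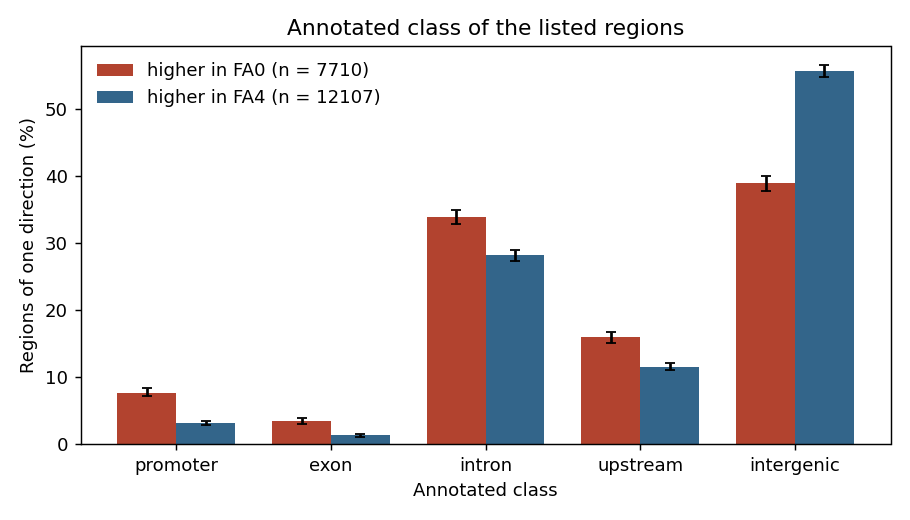
Percent of the regions of each direction (y axis) in each annotated class (x axis), for 7710 regions higher in FA0 and 12107 higher in FA4, with 95% exact binomial intervals. Promoter, exon, intron and upstream bars are taller for FA0-higher regions, and the intergenic bar is taller for FA4-higher regions (55.7% against 38.9%).

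At promoters, 595 distinct regions were higher in FA0 and 380 in FA4, so 61.0% (57.9% to 64.1%) were higher in FA0. Counted as gene symbols, 649 were higher in FA0 and 399 in FA4, and 8 symbols were in both lists. Promoter regions with the smallest p among those higher in FA0 included those of Car7, a carbonic anhydrase gene (chromosome 8, 104540561-104541500, 3 FA4 reads and 35 FA0 reads, ratio 15.6, 4.90 to 79.1), Rin1, a Ras effector gene (chromosome 19, 5049821-5050240, 0 and 24 reads, at least 10.7-fold higher), and Rfx4, a transcription factor gene of brain development (chromosome 10, 84754401-84755620, 1 and 26 reads, ratio 34.7, 5.69 to 1421). Fbln7, Dnah2, Fam204a, Galnt6, Ccdc88b, Wrb and Nkain3 made up the rest of the 10 symbols named by the fixed rule, with 21 to 39 FA0 reads against 0 to 7 FA4 reads. Among promoters higher in FA4 the rule named Sfi1, Fam171b, Sp110, Cep85, Usp30, BB287469, Atp5a1, Fgf10, Chchd7 and Smg8. Fam171b (chromosome 2, 83810461-83812680) held 43 FA4 reads and 1 FA0 read, a ratio of 32.3 (5.49 to 1303). Usp30, a mitochondrial deubiquitinase gene, held 25 and 0 reads, at least 6.25-fold higher, Atp5a1, which encodes an ATP synthase subunit, held 24 and 0 reads, at least 6.0-fold higher, and Fgf10, a growth factor gene of limb and lung, held 23 and 0 reads, at least 5.75-fold higher. Sfi1 (74 and 8 reads) and Sp110 (57 and 7 reads) lie in repeated sequence, where reads can be shared between copies. All 20 of these promoter regions passed the exact test. The promoter majority turned to FA4 with FA4 scaled up by 25% (261 higher in FA0, 380 higher in FA4) and with unscaled reads (69 and 222), and it was 466 and 92 with the exact test.

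The study asked about the Hedgehog pathway, which patterns the neural tube. Of 54 listed pathway genes 28 had a region, with 33 regions higher in FA0 and 38 higher in FA4. Of these genes 8 had FA0-higher regions alone, 9 had FA4-higher regions alone and 11 had both. At promoters the 6 listed genes were all higher in FA0. Gli2, a transcription factor of the pathway (chromosome 1, 119052801-119053180), held 2 FA4 reads and 16 FA0 reads, a ratio of 10.7 (2.51 to 95.6). Hhatl, a homologue of the Hedgehog acyltransferase gene (chromosome 9, 121792281-121793220), held 4 and 23 reads, a ratio of 7.67 (2.62 to 30.5). Smurf1, a ubiquitin ligase gene (chromosome 5, 144964901-144965440), held 2 and 18 reads, a ratio of 12 (2.87 to 107), and Csnk1g3, a casein kinase gene (chromosome 18, 53860841-53862340), held 7 and 25 reads, a ratio of 4.76 (2.0 to 13). Prkaca, the catalytic subunit of protein kinase A (chromosome 8, 83976081-83976480), held 3 and 19 reads, a ratio of 8.44 (2.49 to 44.6). Ptch1, the Hedgehog receptor (chromosome 13, 63563701-63564080), held 2 and 16 reads, a ratio of 10.7 (2.51 to 95.6). In the authors' deposited table the p-value was 5.72e-05 for Gli2, 7.17e-06 for Hhatl, 1.31e-05 for Smurf1 and 5.75e-05 for Csnk1g3. Of the 6 promoter regions 4 passed the exact test at the same threshold, and Gli2 and Ptch1 did not (p = 0.000113 for each, exact). With FA4 scaled up by 25%, 2 of the 6 still passed, and with unscaled reads 0 of 6 passed.

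**Figure D3:**
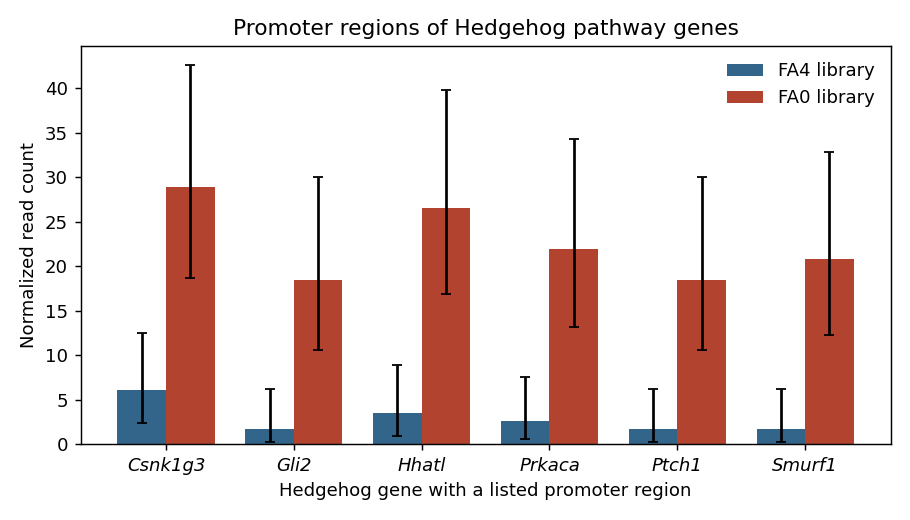
Normalized read count (y axis) in the FA4 and FA0 libraries for the promoter regions of 6 Hedgehog pathway genes (x axis), with 95% exact Poisson intervals for counting error. The FA0 bar is taller for each gene, from 18.5 normalized counts at Gli2 and Ptch1 to 28.9 at Csnk1g3.

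Outside promoters the Hedgehog genes went both ways. Introns held 9 FA0-higher and 20 FA4-higher regions, intergenic sequence 10 and 14, upstream sequence 7 and 4, and exons 1 and 0. Over the whole genome the shares higher in FA0 were 43.4% in introns, 30.8% in intergenic sequence, 46.8% upstream and 62.5% in exons. With its promoter region included, Gli2 had 6 FA0-higher and 2 FA4-higher regions, among them an intronic one higher in FA4 (chromosome 1, 118962081-118962800, 28 FA4 reads and 3 FA0 reads, ratio 7.0, 2.16 to 36). All 8 lay in the 10-Mb segment of chromosome 1 from 110 to 120 Mb, which held 30 listed regions per Mb, 26 higher in FA0 and 274 higher in FA4 in all. The 1-Mb windows from 118 to 120 Mb, where the 8 lay, were less uneven, with 4 and 11 FA0-higher against 11 and 15 FA4-higher regions. Gli3, the partner of Gli2, had 4 FA4-higher and 2 FA0-higher regions. Smurf1, Csnk1g3, Ptch1, Btrc, Csnk1g1, Scube2, Adrbk1 and Adrbk2 also had regions of both directions, promoter regions included. The pair of regions assigned to Shh, 1 of each direction, were intergenic, at -318989 and -335439 bp from its start site, and neither passed the exact test (p = 0.000139 and 0.000534, exact). Genes with regions higher in FA0 alone included Ccnd1, Cul1, Dhh and Evc, and Hhatl and Prkaca, whose regions were the promoter ones above. The Dhh region, an intronic one (chromosome 15, 98895041-98896360), held 15 and 41 reads, a ratio of 3.64 (1.97 to 7.09). Bcl2, Cdon, Csnk1a1, Disp1, Hhat, Hhip, Kif3a, Spop and Spopl were higher in FA4 alone. Of the 33 FA0-higher regions 24 passed the exact test, and of the 38 FA4-higher regions 7 passed. Over the whole genome 5749 of 7710 FA0-higher and 3172 of 12107 FA4-higher regions passed it, so the uneven loss is not particular to Hedgehog genes.

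The fixed gene lists were then compared with 10000 random lists each, matched on regions per gene. None of the 15 lists lay outside the central 95% of its random lists. Over all gene and region pairs 39.0% were higher in FA0. The Hedgehog list stood at 46.5% (34.5% to 58.7%), percentile 86.2, and at percentile 26.6 without the 13 members read beforehand in the study's supplement. This list and the p53 list were named by the study from these libraries, so their direction is not independent evidence. Leaving out members read beforehand is not a neutral check either. The 11 left out of the DNA repair list were all promoter genes higher in FA0. The 4 left out of the p53 list were all promoter genes higher in FA4, and its percentile rose to 67.2. The random lists kept such genes, so percentiles without members read beforehand are shifted by construction. The highest percentile was that of extraembryonic genes, at 60% (42.1% to 76.1%), percentile 97.3, and the lowest that of imprinted genes, at 36.2% (24.0% to 49.9%), percentile 26.8. Neural tube closure genes stood at 44.7% (percentile 94.4), Wnt genes at 51.2% (percentile 92.6), neuroectoderm genes at 49.4% (percentile 89.7), folate and one-carbon genes at 52.5% (percentile 82.2, and 53.7 without the 3 read beforehand), and genes of DNA methylation and demethylation at 48.8% (percentile 79.8). Mesoderm and endoderm genes stood at 48.5% (percentile 78.0), Hox genes at 66.7% of 3 regions (percentile 68.7), fibroblast feeder genes at 44.8% (percentile 58.3), DNA repair genes at 46.2% (percentile 54.0, and 12.5 without the 11 read beforehand), pluripotency genes at 37.7% (percentile 47.7), p53 genes at 38.9% (percentile 45.8) and methylation-silenced germline genes at 38.9% (percentile 28.0). The shares of the lists moved with those of all regions under each test and scaling (with unscaled reads Hox genes had no region left), so which side of 50% a list stood on says nothing of the list itself.

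**Figure D4:**
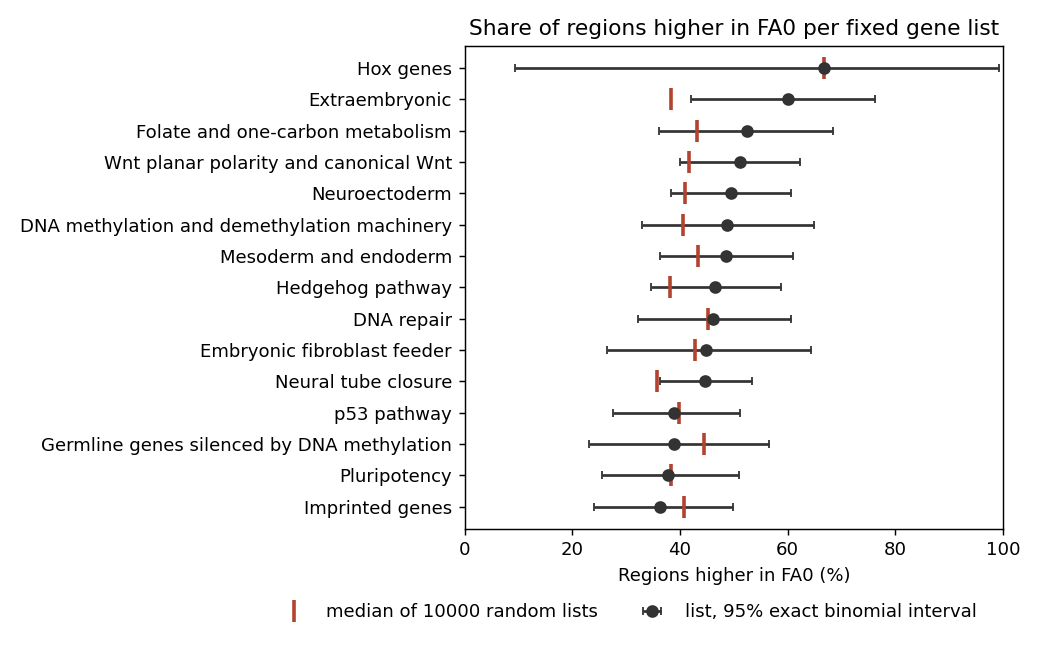
Percent of regions higher in FA0 (x axis) for each of 15 fixed gene lists (rows), with 95% exact binomial intervals, and the median of 10000 random lists (bars). The extraembryonic list lies farthest above its random lists (60% against a median of 38.2%).

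The promoter members of these lists were few, and some had been read in the study's supplement before the lists were written, so their counts are not independent evidence. DNA repair genes had 11 members with a promoter region, all higher in FA0, and all 11 had been read beforehand. They included Palb2 (1 FA4 read and 20 FA0 reads, ratio 26.7, 4.27 to 1105) and Xrcc3 (3 and 24 reads, ratio 10.7, 3.24 to 55.3), both of homologous recombination, and also Slx4 and Ercc6. Neuroectoderm genes had 6 members, all higher in FA0 and all read beforehand, among them Npas1, Foxb1, Vax2 and Hes5, a Notch target (10 and 29 reads, ratio 3.87, 1.83 to 8.89). p53 genes had 4 members, Ccng2, Gadd45g, Serpinb5 and Bcl2l1, all higher in FA4 and all read beforehand. Folate genes had 3 members higher in FA0, Cbs, Psat1 and the folate receptor gene Folr1 (5 and 23 reads, ratio 6.13, 2.28 to 20.7), and 1 higher in FA4, Dld (14 and 0 reads, at least 3.5-fold higher). Pluripotency genes had Pou5f1 (19 FA4 reads and 1 FA0 read, ratio 14.3, 2.27 to 592), Mybl2 and Nr0b1 higher in FA4 and Utf1 higher in FA0 (1 and 21 reads, ratio 28, 4.50 to 1158). Pou5f1 (p = 0.000355, exact), Nr0b1 (p = 0.000534, exact), Dld (p = 0.000534, exact) and Hes5 (p = 0.000122, exact) did not pass the exact test at the authors' threshold.

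Imprinted genes had 5 promoter members higher in FA4, with Dcn, Copg2 and H13 named by the rule, and 1 higher in FA0, Nespas. Neural tube closure genes had Tgif1, Smurf1 and Folr1 among 5 higher in FA0, and Grhl2, whose loss leaves the neural tube open, as the 1 higher in FA4 (18 and 0 reads, at least 4.50-fold higher). Mesoderm and endoderm genes had 4 higher in FA0, with Pax8, Cebpa and Tbx2, and 2 higher in FA4, with Cer1. Wnt genes had 3 higher in FA0, with Rspo3 and Celsr1, and 2 higher in FA4, Rspo1 and Lgr5. Germline genes had Tdrd6 and Tuba3a higher in FA0 and Nlrp14 higher in FA4. Feeder markers had Timp1 and Mmp2 higher in FA0 and Dcn and Col1a2 higher in FA4, extraembryonic genes had Synb and Thbd higher in FA0, Hox genes had Hoxa6 higher in FA0, and methylation genes had Gadd45g and Mbd2 higher in FA4. The exact test kept 10 of the 11 DNA repair, 3 of the 6 neuroectoderm and 2 of the 4 p53 promoter members, and with unscaled reads 2, 0 and 2 passed. Of the members higher in FA4 it kept 2 of 5 imprinted, 1 of 3 pluripotency, 0 of 2 Wnt and 0 of 2 mesoderm and endoderm genes. Mbd2, Tuba3a, Timp1 and Col1a2 did not pass it either (p = 0.00029, 0.000139, 0.000209 and 0.000994, exact). Over the distinct regions named for the other lists and not among the Hedgehog regions, 23 of 26 higher in FA0 and 7 of 18 higher in FA4 passed it. Among all promoter regions 466 of 595 higher in FA0 and 92 of 380 higher in FA4 passed, so the uneven loss is not particular to these lists.

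By chromosome, the share of regions higher in FA0 ran from 27.3% (25.3% to 29.4%) on chromosome 1 to 51.6% (48.5% to 54.7%) on chromosome 11. Chromosome 8 held 13.6 listed regions per Mb and chromosome 1 held 9.21, where the other autosomes had a median of 7.35 and a range from 6.53 to 8.64. On chromosome 8, 567 regions were higher in FA0 and 1189 in FA4. Chromosome X held 2.0 regions per Mb. Chromosome 11 was the 1 chromosome with over 50% higher in FA0, and it fell to 30.6% with FA4 scaled up by 25% and to 15.8% with unscaled reads, while 19 of 21 chromosomes stood over 50% with the exact test, where chromosome 1 stood at 45.6%, as the share over all regions moved with these settings too.

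**Figure D5:**
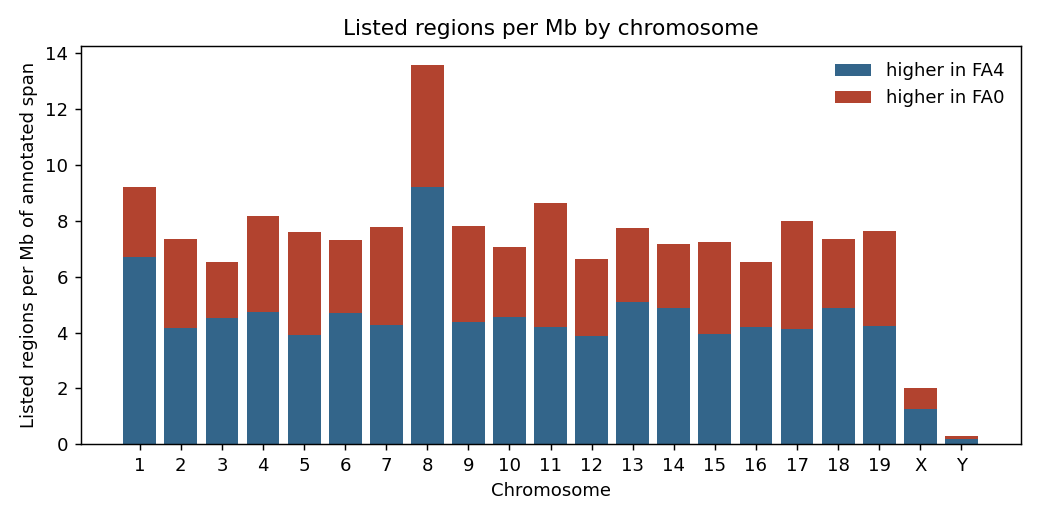
Listed regions per Mb of annotated span (y axis) on each chromosome (x axis), stacked by direction. Chromosome 8 stands highest at 13.6 regions per Mb, and chromosome X stands at 2.0.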

Values the study reported

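The study reported 11,552 genes with differential hydroxymethylation between normal folate and folate-deficient mESCs, split into 5,508 and 6,044. For promoters it gave 38.07% of genes as downregulated and 61.93% as upregulated. From average profiles and heatmaps around start sites it reported higher 5hmC signal in folate-deficient mESCs. Its methods gave a fold change of at least 1.5 and a p of at most 0.05 for detecting 5hmC. By quantitative PCR on immunoprecipitated DNA, the study also reported significantly more 5hmC at Gli2, Hhatl, Smurf1 and Csnk1g3 in folate-deficient mESCs. For Gli2 and Hhatl it reported that supplementation reversed this. Its methods state that experiments were repeated, and this series holds none of those PCR measurements.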

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

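The exact test over all regions and the runs without chromosomes 8 and 1 and without genes read beforehand were chosen after seeing the data. The tables list only regions that passed, so a rescaling or another test can remove regions but not add them, and the shares below are shares of the regions left. No paired analysis was possible because each condition had 1 library and no result came from a test over replicates. CpG and GC content was not run.

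For all regions the percent higher in FA0, with the numbers higher in FA0 and FA4, was 41.1% (1989 and 2854) at p 1e-05, 72.1% (3327 and 1286) at 20 normalized counts or more, 9.67% (725 and 6773) with unscaled reads, 21.0% (3216 in FA0) with FA4 scaled up by 25%, 58.2% (5536 in FA4) with FA0 scaled up, 64.4% (3172 in FA4) with the exact test, 37.8% at fold 4 and 40.9% without chromosomes 8 and 1. The majority turned to FA0 at 20 counts, with FA0 scaled up and with the exact test. Against 0 the exact test needs 17 FA4 reads or 11 FA0 reads where the G-test needs 13 or 10, which removes more FA4-higher regions. For promoters the values were 70.4% (195 and 82) at p 1e-05, 85.3% (325 and 56) at 20 counts, 23.7% (69 and 222) with unscaled reads, 40.7% (261 in FA0) with FA4 scaled up, 78.7% (161 in FA4) with FA0 scaled up, 83.5% (92 in FA4) with the exact test and 66.9% (346 and 171) with midpoints within 1000 bp of the start site. Merging, rows and autosomes left both splits within their intervals or within 1.5 times of their counts, as did symbols for promoters. The cut on the deposited FDR could remove no region, since the largest deposited FDR of the whole-genome tables, 0.0418, lay below it. The whole-genome promoter class held the same 595 and 380 regions as the promoter tables. The outcomes of these settings were therefore fixed beforehand, and neither is a check of the splits.

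Promoters made up 9.80% of FA0-higher regions at p 1e-05 and 2.62% of FA4-higher bp. Intergenic sequence made up 36.5% of FA0-higher and 57.5% of FA4-higher regions at p 1e-05, 57.3% of FA4-higher regions with the exact test and 58.3% of FA4-higher bp, and 57.4% of FA0-higher and 73.5% of FA4-higher midpoints lay over 20000 bp from a listed start site. At 20 counts 1.05% of FA0-higher and 13.3% of FA4-higher regions held 0 in the other library. Of the Hedgehog regions 7 FA4-higher ones passed the exact test, and the promoter table held 6 and 0.

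All list percentiles stayed inside the central 95% under the 4 list alternatives, 59 values in all; at p 1e-05 Hox genes gave none. The share was 61.9% for neuroectoderm and 66.7% for pluripotency genes at p 1e-05, and 61.5% for neuroectoderm with each gene counted once. Per chromosome at p 1e-05 the share higher in FA0 was 22.4% on 1, 48.0% on 2, 36.1% on 3, 55.5% on 5, 39.1% on 6 and on 10 (39.1%), 29.7% on 8, 51.2% on 9, 63.1% on 11, 52.2% on 15, 38.2% on 18 and 52.3% on 19, of which 5, 9, 15 and 19 changed majority, as did 17 (52.3%). Outside tandem and predicted families 5 and 17 also crossed 50%, and the share was 47.9% on 4, 52.9% on 5, 48.6% on 7, 38.8% on 8, 40.6% on 14, 50.6% on 17 and 16.7% on Y. Of the named regions 91 passed the exact test and 54 did not. Where no construction or value is given above, the cause was not tested. In simulation at the read totals of the listed regions, 4-fold changes were called at 16%. Depth was not varied there, so the sensitivity for regions that were not listed is unknown.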

Other observations

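Of the tests below, those of gene density of the chromosome, of start sites within classes of windows, of chromosomes 8 and 1 taken alone and of a stretch of chromosome 1 were chosen only after the result was seen, and the counts per class and per chromosome were known when the other tests were set. Regions assigned to chemosensory receptor genes, which are silent in most tissues, were mostly higher in FA4. For olfactory receptors 34 regions were higher in FA0 and 167 in FA4, or 16.9% (12% to 22.8%) in FA0, and for vomeronasal receptors 15 and 122, or 10.9% (6.26% to 17.4%). Both families had an FA4 majority also with the exact test (39.3% and 25.5% in FA0) and with FA0 scaled up by 25% (32.1% and 18.8%). FA4 scaled up and unscaled reads favour FA4 by construction and could not turn it. Defensin, Sprr, Mup and other tandem families stood at 18.3% (11.7% to 26.5%) in FA0, with 32.7% in the exact test. The other families turned to FA0 in the exact test, zinc finger genes from 35.6% to 59.1%, keratins from 37.0% to 72.7%, microRNA genes from 39.7% to 63.1% and predicted genes from 30.4% to 50.3%. All listed regions moved from 38.9% to 64.4% in that test, so this turn does not by itself set these families apart.

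A total of 2259 of the 9293 gene symbols in the whole-genome tables had regions of both directions, so symbol counts per direction (5508 and 6044) count these symbols in both. Of 338 neighbouring pairs of regions within 1000 bp, 96 were of opposite direction and 13 of these overlapped, including a pair upstream of Scube2 on chromosome 7 (15 FA4 reads against 0, then 3 against 18).

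FA0-higher regions lay nearer genes than FA4-higher regions. Against the test and scaling used on small counts as the whole cause, promoter regions exceeded intergenic regions by at least 24.7 percentage points in the share higher in FA0 under the exact test and both 25% rescalings. A shift that follows regional gene density is a candidate explanation, since among regions over 50 kb from any annotated gene the share higher in FA0 was 16.7 percentage points (7.94 to 25.4, normal approximation for counting error) larger in the gene-richest than in the gene-poorest of 3 classes of 1-Mb windows. Promoters exceeded other regions by at least 14.1 percentage points within each of the 3 classes, but most promoter regions were higher in FA4 with FA4 scaled up by 25% or with unscaled reads (23.7% in FA0), so more 5hmC at start sites in the folate-deficient culture stays open. These shares cover listed regions alone. The study's average profile over start sites, an unlike measure that it reported as higher without folate, was not examined here. GC content of the libraries was not tested and stays open too.

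Chromosomes 8 and 1 held more listed regions per Mb than other autosomes, for chromosome 8 with 2.16 times the FA4-higher and 1.38 times the FA0-higher regions per Mb of the median autosome, and for chromosome 1 with 1.57 and 0.790 times. Gene density argues little for it, since both stood at 1.33 times or more the 4 autosomes nearest in genes per Mb, and extra copies of the whole of chromosome 1 do not account for it, where 55% of 10-Mb segments lay above the median segment of the other autosomes. Without their 2 densest segments chromosome 1 fell to 1.05 times the other autosomes and chromosome 8 stayed at 1.81 times, which argues against a few clusters of repeated genes on chromosome 8 alone. On chromosome 1 the 1-Mb windows from 112 to 118 Mb held 29 to 53 FA4-higher regions with 1 to 8 genes each. Those from 121 to 125 Mb held 27 to 43 with 3 to 10 genes. The windows from 119 to 121 Mb, with 27 and 20 genes, held 15 and 10. These values argue against clusters of annotated genes for this stretch. The window from 85 to 86 Mb, with 38 FA4-higher regions and 29 genes, went the other way, so clusters stay open for the rest of chromosome 1. The densest segments of chromosome 1 adjoin (110 to 130 Mb, the stretch that holds Gli2), and 90% of their 1-Mb windows held more FA4-higher regions than the median window of the other autosomes, against 45% for FA0-higher regions. The excess was uneven along the stretch. The windows from 118 to 120 Mb, which hold the Gli2 regions, had 11 and 15 FA4-higher and 4 and 11 FA0-higher regions. A different copy number of this stretch in the 2 cultures is a candidate explanation. Given the uneven windows, whether it would span the whole stretch, Gli2 included, cannot be told. This explanation was tested on segments picked for their density, so a high share was likely beforehand. Such segments also lay on other autosomes. Chromosome 4 held 22.6 regions per Mb from 140 to 150 Mb (78 higher in FA0, 148 in FA4). Chromosome 14 held 16.4 from 0 to 10 Mb (16 and 148). Extra copies of chromosome 8 may account for its excess, since 92.3% of its segments lay above the median segment of the other autosomes. That share counts both directions together, so it cannot show whether 1 or both cultures carry them. In the 2 densest segments of chromosome 8, 90% of 1-Mb windows exceeded the median window for FA4-higher regions and 65% for FA0-higher regions. Whether its copy number differed between the 2 cultures was not tested. Both copy number explanations are hypotheses found on these data.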
